A study of Chlamydomonas reinhardtii with 12 samples. Its data were reported in "Widening the landscape of transcriptional regulation of green algal photoprotection" (2023).

How the data were processed

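RNA was sequenced from 12 cultures of *Chlamydomonas reinhardtii*, 3 for each combination of genotype (the wild type CC-125 or the *phot* mutant) and light condition (low light or 60 min of high light). Per the labels and the study's methods, the authors prepared stranded mRNA libraries and aligned the reads with STAR to assembly version 5 from Phytozome. The study's methods name the reference transcriptome as the target. Reads were counted per gene on the reverse strand with HTSeq-count. The values deposited by the authors are raw counts per gene, with 1 column per library, no pooling of replicates and no stated normalization or filter. The versions of the aligner and the counter were not stated. The table held 17741 genes, of which 719 had no count in any library, and no entry without a gene name. All 12 columns were used, and the number of columns of per-sample values left out was 0.

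Groups were taken from the sample labels. Each column name gave its group but not which replicate number of the labels it carried, so the 3 libraries of a group were named A, B and C in column order. These letters are names only and pair no libraries across groups. Total counts ranged from 27136674 to 33906264 per library, a ratio of 1.249 between the highest and the lowest. Replicates were compared before use by a chi-square test over genes with at least 20 counts in the pair. The chi-square value per degree of freedom lay between 7.69 and 67.66 over the 12 within-group pairs, no pair held identical values, and each library was counted as 1 replicate.

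Genes with more than 1 CPM (the count scaled by library size in the usual way) in at least 4 libraries were tested, the filter that the study's methods describe, which left 14251 genes. Library scaling factors were computed by the trimmed mean of M-values (TMM) over these genes. They ranged from 0.66 to 0.86 in WT LL, from 1.09 to 1.21 in *phot* LL, from 0.88 to 1 in WT HL and from 1.13 to 1.23 in *phot* HL, so they differed by genotype. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with 1 coefficient per group over all 12 libraries and no replicate block. Adjusted p-values are Benjamini-Hochberg values over the tested genes, with a threshold of 0.05. The contrasts were HL versus LL in each genotype, *phot* versus WT in each light condition and averaged over both, and the genotype by light interaction, defined as the light response in *phot* minus that in WT. All fold changes are on the log2 scale, and the standard error of each was derived from its F statistic. Values per library are TMM-scaled CPM, given as mean ± SD with n = 3.

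A count of 3 was taken as the floor. Where every library of a group was at or under it, a fold against that group was computed against the floor and is a lower bound. Floors and intervals cover counting error only, since PCR duplicates are not removed by molecular identifiers. The floor corresponded to between 0.0885 and 0.111 CPM by library total.

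Gene lists were copied from the study's supplementary data before the counts were seen: 5 qE genes, 55 photoprotection genes, 73 CCM genes and 407 transcription factors. The 5 CCM core genes were picked at the same time by name from the CCM list, among the CCM genes that the study followed most closely. *BST1*, which it followed too, was left out of this short list because no identifier was paired with that name, so results for CCM core cover 5 genes only. The lists were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over the 25 combinations of 5 lists and 5 contrasts. Camera with an estimated correlation and fry were run beside it. The genes named were fixed by rule: *PHOT1*, the qE genes, the CCM core genes, the 10 regulators ranked by the study in its PHOT-specific network, and for each of the 6 contrasts the 2 genes that rose most and the 2 that fell most. The last kind had to be past the threshold, average at least 3 log2 CPM and have no overlap between the libraries compared, except for the interaction. The grouping of samples, the tests, this rule and all alternatives except the ones named as later additions were fixed before the data were examined.

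Gene positions were taken from RefSeq annotation of assembly Chlamydomonas_reinhardtii_v5.5, which held 17738 of the 17741 gene identifiers as locus tags and left 3 unmatched. The authors name their assembly as version 5, and whether the positions are the same in both was not examined. Gene symbols follow the study, because the annotation gave 0 symbols other than the locus tag.

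The tests were tested on simulated data drawn from the means, library sizes and spread of the 14251 tested genes. For an averaged genotype effect in 198 changed genes, 98.5% were recovered, with 18 false calls among 213. For an interaction in 200 changed genes, 84.5% were recovered, with 12 false calls among 181. For a light effect in WT in 200 changed genes, 96% were recovered, with 12 false calls among 204. The list test found 3 of 3 shifted tests and 0 of 15 others. Counts were drawn independently for each gene with the same spread in every group. False calls with correlated genes or unequal spread were therefore not tested.

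Alternatives were median-of-ratios factors, upper-quartile factors and library totals in place of TMM, no filter or at least 10 counts in every library, DESeq2 1.42.0, limma voom, genes called by all 3 tools together, a fit to the groups compared alone, a test against a log2 fold change of 1, and leaving out each library in turn. Chosen after seeing the data were limma voom with a weight for each group, TMM with each of the other 11 libraries as reference, and, for *PSBS1*, no filter together with leaving out each library or with library totals. Other splits of the libraries were counted as well, all 10 for each pairwise comparison and 100 drawn of 200 relabellings of genotype within light condition.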

Results

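*Chlamydomonas reinhardtii* is a unicellular green alga, and *PHOT1* encodes phototropin, its blue-light photoreceptor. Transcript levels were measured by stranded mRNA sequencing in the wild type (WT, strain CC-125) and in the *phot* mutant, in which that gene is disrupted. Cultures were kept at a low light of 5 µmol photons per square metre and second (LL) and sampled before and after 60 min at a high light of 300 µmol photons per square metre and second (HL). The 12 libraries formed 4 groups of 3 libraries, named A, B and C within each group. Total counts were 27146097, 30355776 and 28772620 in WT LL, 31290077, 27136674 and 27990152 in *phot* LL, 27463779, 32813576 and 30088296 in WT HL, and 28795786, 33906264 and 27711259 in *phot* HL. A total of 14251 genes passed the expression filter.

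*PHOT1* (Cre03.g199000, chromosome 3, 8321420 to 8329663) was examined first as a check of the labels. All positions are those of the RefSeq annotation of assembly Chlamydomonas_reinhardtii_v5.5, while the authors name theirs as version 5. *PHOT1* had between 6074 and 8263 counts in each of the 6 WT libraries and between 115 and 181 counts in each of the 6 *phot* libraries. Its level was 316 ± 8.36 CPM (SD, n = 3) in WT LL, 4.18 ± 0.351 CPM in *phot* LL, 244 ± 5.55 CPM in WT HL and 4.58 ± 0.223 CPM in *phot* HL. It was lower in all 6 *phot* libraries, and the difference averaged over both light conditions was -5.99 ± 0.08 (log2, SE; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.35e-15). It moved most with library totals in place of TMM factors, to -5.54. Every library therefore carried the *PHOT1* level that its genotype label called for, with a low residual count in the mutant.

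To ask how the libraries were related, correlations and principal components of log2 CPM were computed. Correlation across genes was 0.975 to 0.994 between libraries of one group and 0.682 to 0.896 between groups. The first and second components held 51.3% and 37.7% of the variance. Of the total sum of squares, 47% lay between genotypes, 39% between light conditions, 9.2% in their interaction and 4.8% between replicates. The spread between replicates was not equal: the biological coefficient of variation was 0.138 in WT LL, 0.177 in WT HL, 0.0725 in *phot* LL and 0.0919 in *phot* HL.

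**Figure D1:**
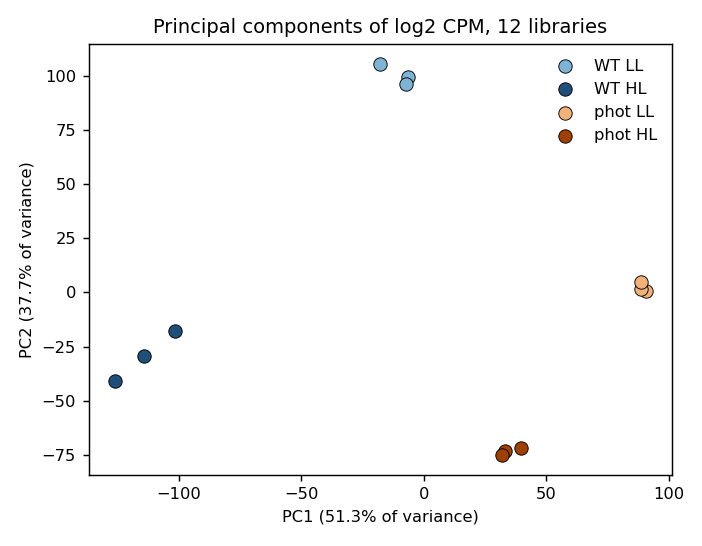
Each point is 1 of the 12 libraries, placed by its scores on PC1 (51.3% of variance) and PC2 (37.7% of variance) of log2 CPM, in arbitrary units and coloured by group. The 4 groups are separate, and the WT HL libraries lie farther apart than those of the other groups.

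The light response of each genotype was compared next. In WT, 10536 of 14251 genes passed an adjusted p of 0.05 between HL and LL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5540 higher and 4996 lower in HL. In *phot*, 8399 genes passed, 4447 higher and 3952 lower. A test against a log2 fold change of 1 moved these counts most, to 4095 and 1507 genes. The order of the genotypes was not fixed: in fits to the groups compared alone, 8779 genes passed in WT and 9335 in *phot*. With a weight for each group, chosen after seeing the data, the numbers were 9744 and 9852. Which genotype had more light-responsive genes is therefore not reported. The largest rises in WT under the rule were *CAH5* (Cre05.g248450) at 8.23 ± 0.26 and *LHCSR1* at 8 ± 0.49 (log2, SE), or 6.99 for *LHCSR1* without WT HL library A, and the largest falls were Cre16.g657250 at -7.44 ± 0.3 and Cre24.g755997 at -7.43 ± 0.36. In *phot*, *CYC6* (Cre16.g651050) had at most 2 counts in each LL library and was at least 1020-fold higher in HL, and Cre12.g555700 rose by 10.58 ± 0.45. The largest falls in *phot* were Cre16.g681400 at -7.64 ± 0.6 and Cre09.g410450 at -5.34 ± 0.34. No library of one light condition overlapped with the other for any of these genes.

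The effect of losing phototropin was addressed by comparing *phot* with WT in each light condition. In LL 10305 genes passed the threshold, 6309 higher and 3996 lower in *phot*, and in HL 10470 genes passed, 5430 higher and 5040 lower. Averaged over both conditions the number was 11345, or 79.6% of tested genes, with 6561 higher and 4784 lower. Among these, 4211 genes changed by more than 1 on the log2 scale. In both LL and HL 7936 genes passed, of which 85.6% had the same sign, and the 2 comparisons share no library.

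The number of genes past the threshold moved little with the scaling of libraries, for example from 11345 to 11913 averaged over light, but the balance of higher and lower genes was not fixed by the data. With library totals in place of TMM factors, the percent of passing genes that were higher in *phot* was 81.4 in LL, 67.4 in HL and 77 averaged, against 61.2, 51.9 and 57.8 with TMM. The median log2 fold change of all genes went from 0.22 to 0.79 in LL, from 0.05 to 0.36 in HL and from 0.15 to 0.59 averaged. With median-of-ratios factors the percents were 52.2, 48 and 51.2. TMM with each of the other 11 libraries as reference, an alternative chosen after seeing the data, gave 50.6% to 59.6% in LL, 42.8% to 52.1% in HL and 48.1% to 57.3% averaged. For the light response in WT, the percent higher in HL was 52.6 with TMM, 41.4 with upper-quartile factors and 65 with library totals, with a median of all genes of 0.05, -0.19 and 0.31. For the response in *phot* it was 52.9 with TMM, 43 with upper-quartile factors and 54.3 with library totals. No majority direction is therefore reported for any comparison, and single fold changes are relative to the TMM scale.

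**Figure D2:**
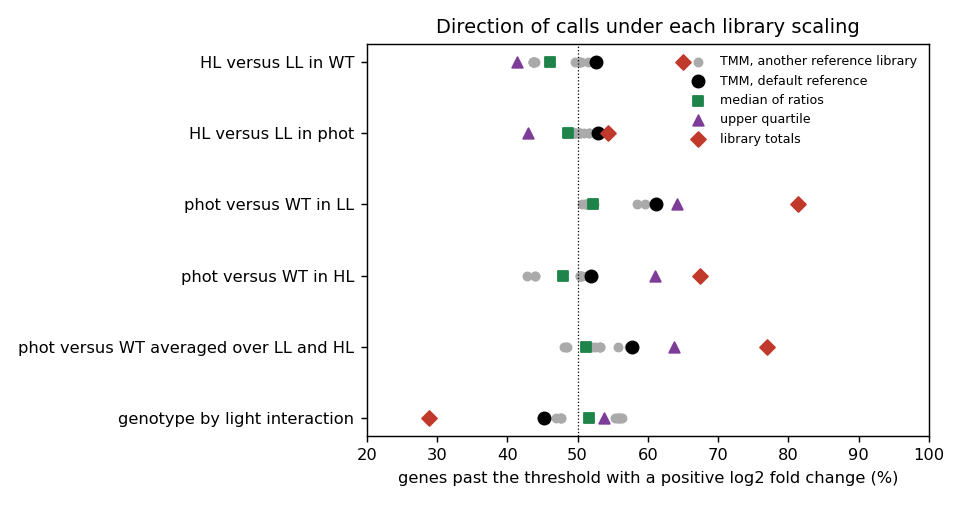
Each point gives, for 1 comparison, the percent of genes past the threshold that had a positive log2 fold change under 1 scaling of the libraries. For *phot* versus WT in LL it runs from 50.6% with a TMM reference other than the default to 81.4% with library totals.

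Under the rule, the genes most raised in *phot* in LL were Cre07.g356450 (chromosome 7, 6206487 to 6220712) at 7.02 ± 0.2 and Cre06.g292249 (chromosome 6, 6377397 to 6410484) at 6.69 ± 0.21 (log2, SE). Both were also the most raised averaged over light, at 7 ± 0.16 and 6.99 ± 0.15. The most lowered in LL were Cre24.g755997, from 467 ± 235 CPM in WT to 0.145 ± 0.0803 CPM in *phot* (SD, n = 3), and Cre13.g577352, which was at the floor in *phot* and at least 1290-fold lower. In HL, Cre12.g543400 was at the floor in WT and at least 177-fold higher in *phot*, and Cre12.g544450 was higher by 8.14 ± 0.32. Cre09.g404750 and Cre18.g748097 were at the floor in *phot* HL, the first at least 155-fold and the second at least 271-fold lower than in WT. Averaged over light, Cre09.g404750 and Cre13.g577352 were the most lowered, with at most 2 counts in each *phot* library. The libraries of the 2 genotypes did not overlap for any of these genes in the comparison that named them.

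Genes of 2 processes linked to phototropin were then examined, 5 for each. The first process, qE, is the rapidly reversible heat dissipation of excess light, carried by the proteins LHCSR1, LHCSR3 and PSBS. In WT the change from LL to HL was 8 ± 0.49 for *LHCSR1* (Cre08.g365900, chromosome 8, 1710379 to 1712537), 7.15 ± 0.27 for *LHCSR3.1* (Cre08.g367500, chromosome 8, 1947449 to 1949669) and 6.39 ± 0.25 for *LHCSR3.2* (Cre08.g367400, chromosome 8, 1936019 to 1938229). Without WT HL library A the change of *LHCSR1* was 6.99. In *phot* these were 8.22 ± 0.53, 5.98 ± 0.26 and 5.43 ± 0.24. *PSBS1* (Cre01.g016600, chromosome 1, 2809303 to 2811543) had at most 3 counts in each WT LL library and was at least 174-fold higher in WT HL, a limit that was 79.1-fold without WT HL library A. *PSBS2* (Cre01.g016750, chromosome 1, 2818212 to 2820402) had 1 count in each *phot* LL library and was at least 14.3-fold higher in *phot* HL.

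In HL all 5 qE genes were lower in *phot*, and the libraries of the 2 genotypes did not overlap for any of them. Chance separates 3 libraries from 3, in either direction, for 10% of genes. *LHCSR1* was at 651 ± 495 CPM in WT HL and 173 ± 22.6 CPM in *phot* HL (SD, n = 3), a change of -1.91 ± 0.36 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000241). Its size rested in part on WT HL library A, without which it was -1.11, and the change of *PSBS2* was -3.57 without that library. *LHCSR3.1* changed by -2.2 ± 0.21, *LHCSR3.2* by -1.33 ± 0.2 and *PSBS2* by -4.39 ± 0.49 in the same test (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.42e-07, 2.93e-05 and 1.35e-06). *PSBS1* did not pass the filter. Without a filter it changed by -5.82 ± 0.61 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.59e-07), and without WT HL library A by -4.69, a fit added after seeing the data. These directions held with library totals, where *LHCSR1* was at -1.55, *LHCSR3.1* at -1.87, *LHCSR3.2* at -1.01, *PSBS2* at -4.04 and, with no filter, *PSBS1* at -5.43, the last a fit added after seeing the data. The authors' counting could have split reads between *LHCSR3.1* and *LHCSR3.2*, and between the *PSBS* copies, or left out reads that align to both, so each single copy is uncertain and a sum restores only reads that were split. Summed over copies, *LHCSR3* changed by -1.7 ± 0.21 and *PSBS* by -4.89 ± 0.52. In LL *LHCSR1* and *LHCSR3.1* changed by -2.13 ± 0.58 and -1.03 ± 0.21, and *LHCSR3.2* was at -0.38 ± 0.2. That value was 0.18 with library totals and -0.53 with median-of-ratios factors, where it passed the threshold. It also passed in 6 of the 12 fits that left out 1 library. Over these fits it ran from -0.62 without *phot* LL library C to -0.28 without WT LL library B.

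Whether the light response itself differed between genotypes was tested by the interaction. It was -1.17 ± 0.29 for *LHCSR3.1* and -0.96 ± 0.28 for *LHCSR3.2* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00425 and 0.0107). Both kept their sign in all 12 fits that left out 1 library. *LHCSR3.1* passed the threshold in all of them and was -0.76 without WT HL library A. *LHCSR3.2* passed in 9 and was -0.54 without that library (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0712, with a range of 0.00579 to 0.0739 over the 12 fits). *LHCSR1* showed no difference past the threshold, at 0.22 ± 0.67 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.799). That value rested on WT HL library A, which held 29540 counts of *LHCSR1* against 9670 and 12477 in libraries B and C. Without it the interaction was 1.2 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00432, with a range of 0.00432 to 0.988 over the 12 fits). The interaction of *PSBS2* was not resolved, at -2.38 ± 3.06, because its LL counts were near the floor.

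The second process is the CO2-concentrating mechanism (CCM), which raises inorganic carbon around Rubisco. All 5 genes of the CCM core list, which does not hold *BST1*, rose in HL in both genotypes. *HLA3* (Cre02.g097800, chromosome 2, 4110306 to 4117464) rose by 4.92 ± 0.37 in WT and 7.2 ± 0.41 in *phot*, *CAH4* (Cre05.g248400, chromosome 5, 772398 to 774699) by 7.65 ± 0.21 and 8.42 ± 0.22, and *LCI1* (Cre03.g162800, chromosome 3, 2885264 to 2887871) by 4.76 ± 0.34 and 9.9 ± 0.43. *LCIA* (Cre06.g309000, chromosome 6, 8604782 to 8607670) rose by 5.15 ± 0.37 and 5.87 ± 0.39, and *LCR1* (Cre09.g399552, chromosome 9, 5235190 to 5239232) by 2.64 ± 0.34 and 1.54 ± 0.33. Without WT HL library A the rise in WT was 4.17 for *LCI1*, 4.49 for *LCIA* and 2.01 for *LCR1*. The interaction was 5.15 ± 0.45 for *LCI1*, 2.28 ± 0.45 for *HLA3* and 0.77 ± 0.23 for *CAH4* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 7.39e-07, 0.000718 and 0.0115). For *LCR1* and *LCIA* it was -1.1 ± 0.46 and 0.71 ± 0.45, neither past the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0573 and 0.197). Both moved with WT HL library A, without which *LCR1* was at -0.5 and *LCIA* at 1.35 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.297 and 0.00604, with a range of 0.00559 to 0.297 and of 0.00604 to 0.373 over the 12 fits that left out 1 library). *LCR1* was at -1.28 and past the threshold without WT HL library B. With library totals *CAH4* was at 0.54 and did not pass, and *LCR1* was at -1.31 and passed.

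The CCM core genes were also compared between genotypes within each light condition. *LCI1* was at 63.1 ± 15.3 CPM in WT LL and 8.7 ± 2.68 CPM in *phot* LL, and at 1710 ± 789 CPM in WT HL and 8370 ± 981 CPM in *phot* HL (SD, n = 3), so the sign of its genotype difference changed from -2.85 ± 0.33 to 2.3 ± 0.31. In LL the change of *HLA3* was -2.84 ± 0.34 and that of *CAH4* -1.19 ± 0.17. In HL *HLA3* was at -0.56 ± 0.31 and *CAH4* at -0.42 ± 0.16 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.122 and 0.0271), and the libraries of the 2 genotypes overlapped for *HLA3* but not for *CAH4*. The difference of *CAH4* was -0.1 with library totals. It passed the threshold in 8 of the 12 fits that left out 1 library, and was -0.36 without WT HL library A. *HLA3* passed in 2 of these fits. It was at -0.8 and past the threshold without WT HL library B, and at -0.32 and short of it without library A. In LL *LCR1* was higher in *phot* by 0.78 ± 0.33, with all 3 *phot* libraries above all 3 WT libraries. It was near the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0442) and passed in 2 of the 12 fits. The call also depended on scaling, with 1.33 and past the threshold with library totals, and 0.63 and short of it with median-of-ratios factors. In HL *LCR1* was at -0.32 ± 0.32, with -0.68 without WT HL library B and 0.1 without library A, and no direction is reported for it. *LCIA* did not pass the threshold in LL, at -0.19 ± 0.32, or in HL, at 0.52 ± 0.31. With library totals these were 0.35 and 0.87, the second past the threshold. The HL value also passed with upper-quartile factors, at 0.71, and without WT HL library A, at 0.97.

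**Figure D3:**
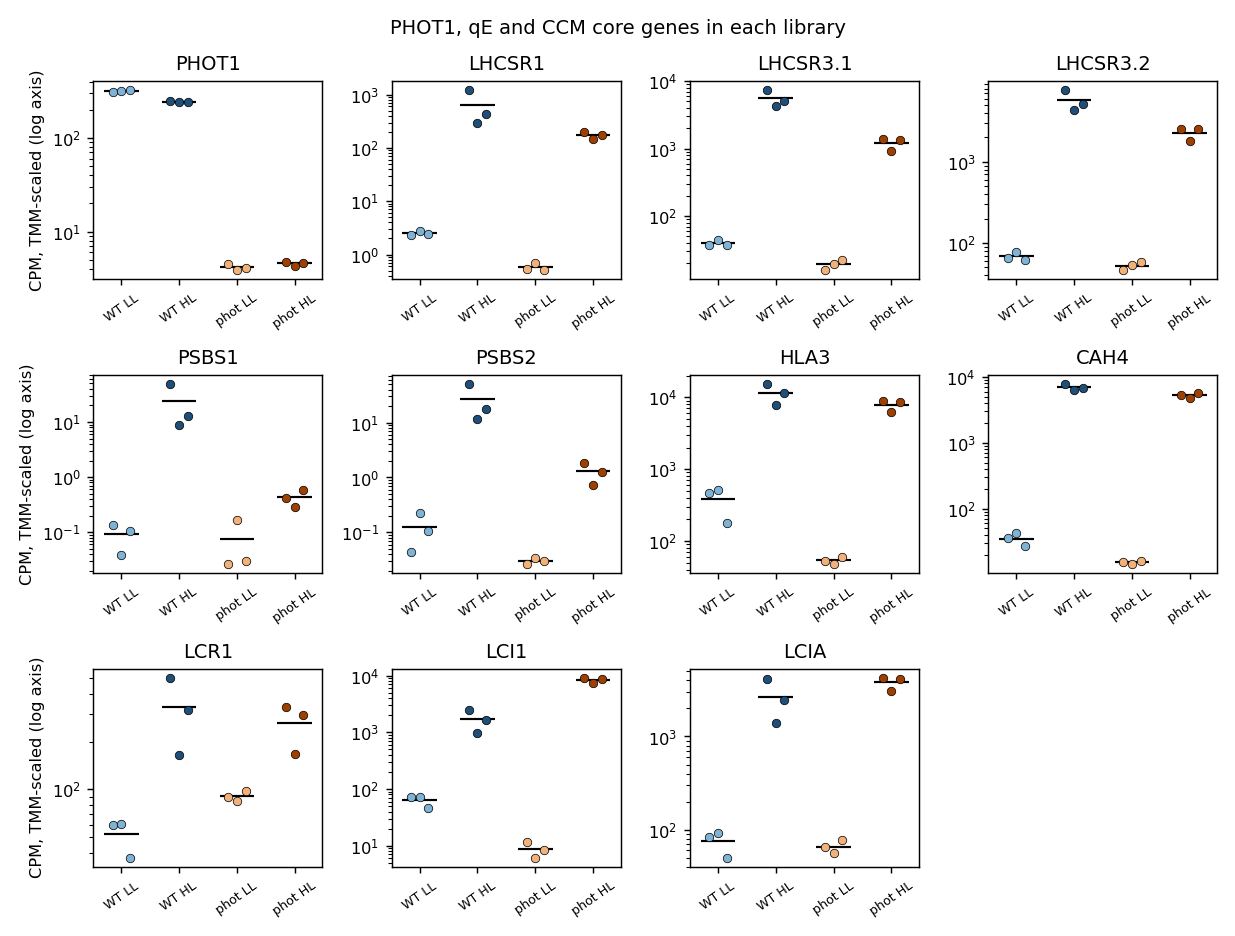
Each point is the TMM-scaled CPM of 1 library on a log axis and each line the mean of 3 libraries, for *PHOT1*, the 5 qE genes and the 5 CCM core genes. All 5 qE genes were lower in *phot* HL than in WT HL, while *LCI1* was lower in *phot* in LL and higher in HL; values of *PSBS1* and *PSBS2* in LL rest on at most 6 counts.

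As lists, qE and CCM core rose in HL in both genotypes (camera, Benjamini-Hochberg adjusted p = 0.0076 for each in WT, 0.00096 and 0.000317 in *phot*), and so did the CCM list in *phot* (camera, adjusted p = 0.0076). Under camera no list passed for *phot* versus WT or for the interaction. The closest were CCM in LL (camera, adjusted p = 0.0505) and qE in HL (camera, adjusted p = 0.0609). All 5 calls held under fry, which made 20. Its further calls included every list for *phot* versus WT in LL. They also included qE, photoprotection and transcription factors in HL, and CCM core, CCM and photoprotection for the interaction. Under an estimated correlation 0 of the 25 tests passed, adjusted or at an unadjusted p under 0.05. Without WT HL library A 9 passed under camera, among them CCM in LL and qE in HL. The qE list in HL had an adjusted p (camera) of 0.0443 without WT HL library A and 0.0402 without library B, with a range of 0.0402 to 0.0713 over the 12 fits that left out 1 library, and it also passed with library totals (camera, adjusted p = 0.0128). The CCM list in LL had an adjusted p (camera) of 0.0296 without WT LL library A, 0.0402 without WT HL library B and 0.0443 without WT HL library A, and it passed without *phot* LL library B too, with a range of 0.0296 to 0.0667 over these fits. The CCM list passed for the interaction without WT HL library A (camera, adjusted p = 0.0344, with a range of 0.0344 to 0.25). Among the 4 tested qE genes, 4 were lower in HL in *phot* adjusted over the list alone and 4 over all genes tested, and for the interaction 2 and 2. Among the 5 CCM core genes, 3 rose more in *phot* by either adjustment, and 1 rose less adjusted over the list alone against 0 over all genes. For the light response in *phot*, 36 of 72 tested CCM genes rose and 11 fell. Of 54 tested photoprotection genes 27 rose and 10 fell, with 28 and 10 adjusted over the list alone. In WT 39 CCM genes rose and 24 fell, and 25 photoprotection genes rose and 24 fell. Between genotypes, 30 photoprotection genes were higher and 14 lower in *phot* LL, and 21 were higher and 21 lower in HL, the same numbers adjusted over the list alone. Of the CCM genes, 21 were higher and 31 lower in LL and 24 and 31 in HL, again the same adjusted over the list alone. Of 383 tested transcription factors, 201 were higher and 74 lower in LL, and 158 and 94 in HL, with 157 and 94 in HL adjusted over the list alone. All these counts between genotypes are on the TMM scale, where 6309 of all tested genes were higher and 3996 lower in *phot* LL. Neither photoprotection nor transcription factors passed against other genes in LL (camera, adjusted p = 0.58 and 0.173), so no direction is reported for these lists.

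The 10 regulators that the study ranked in its PHOT-specific network were chosen from these same samples, so their values are not independent evidence. *ROC75* (Cre02.g083750, chromosome 2, 1447851 to 1458155) was higher in *phot* by 1.01 ± 0.13 in LL and 0.84 ± 0.13 in HL, or 0.93 ± 0.09 averaged (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 3.03e-07). *QER7* (Cre01.g043550, chromosome 1, 6100360 to 6109775) changed by -0.58 ± 0.14 in LL and -1.14 ± 0.19 in HL (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00226 and 7.98e-05), and with library totals by -0.02 and -0.83. For both genes no *phot* library overlapped with a WT library of the same light condition. The study reported the opposite direction for *QER7*, higher in *phot* by RT-qPCR, in synchronized cultures shifted to HL after the dark phase. Those cultures and that method differ from the ones here, so the results are not a like comparison. *QER1* (Cre17.g738632) had at most 2 counts in each WT HL library and was at least 9.98-fold higher in *phot* HL. *LCI8* changed by 0.65 ± 0.15 in LL and -0.83 ± 0.13 in HL, and *QER5* by 0.76 ± 0.12 and -0.33 ± 0.13. Cre16.g676421 was higher in both, by 1.14 ± 0.26 and 0.9 ± 0.27. Its HL value was 0.58 without WT HL library A and 1.39 without WT HL library B, and it passed in all 12 fits that left out 1 library. In HL *QER2* changed by 0.62 ± 0.14 and Cre08.g364050 by -0.71 ± 0.13, and neither passed in LL with TMM factors. With library totals both passed in LL, at 0.58 and 0.78. In LL *ZEP1* changed by 0.6 ± 0.16 and *CRCO* by 0.31 ± 0.13, and neither passed in HL. Without *phot* LL library A *ZEP1* was at 0.4 in LL and did not pass, and without WT HL library B *CRCO* was at -0.31 in HL and passed. The interaction of these 4 genes, which tests whether the light conditions differ, was 0.62 ± 0.19, -0.92 ± 0.19, -0.63 ± 0.22 and -0.46 ± 0.18, all past the threshold. With library totals *QER2* was at 0.36 and did not pass, and with median-of-ratios factors *ZEP1* and *CRCO* were at -0.55 and -0.38 and did not pass. Those of *ZEP1* and *CRCO* were -0.25 and -0.14 without WT HL library A. The LL difference of *CRCO* passed in 0 of the 12 fits that left out 1 library (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0598 to 0.63), and the HL change of *QER5* was -0.01 with library totals.

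Across all tested genes, the light responses of the 2 genotypes correlated with r = 0.67 and rho = 0.65, computed across genes, which are not independent replicates. Among the 10806 genes that responded to light averaged over genotypes, the median absolute response was 1 in WT and 0.55 in *phot* (log2). An interaction past the threshold was found for 7382 genes, and the percent with a positive value was 45.3 with TMM, 51.6 with median-of-ratios factors and 28.8 with library totals, with a median of all genes of -0.09, -0.01 and -0.35. A test against a log2 fold change of 1 left 1744 genes. Of 10806 genes that responded to light averaged over genotypes, 74% had a smaller response in *phot*, with a jackknife spread of 3.62 points over libraries. Among them 6133 had an interaction past the threshold, 5111 smaller and 1022 larger in *phot*. The percent was 76.2 with library totals, the alternative that moved it most apart from leaving out WT HL library B, which gave 76.6. However, 21 of 100 relabellings of genotype within light condition gave as large a share in one direction or the other, so the share alone did not separate the genotypes. The genes with the largest interactions under the rule were Cre24.g755997 at 7.35 ± 1.26, with at most 7 counts in each *phot* library, and Cre02.g112333 at 7.28 ± 0.84, or 8.2 without *phot* LL library A, on the positive side, and Cre09.g394658 at -5.56 ± 0.38 and Cre14.g626750 at -4.34 ± 0.27 on the negative side.

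**Figure D4:**
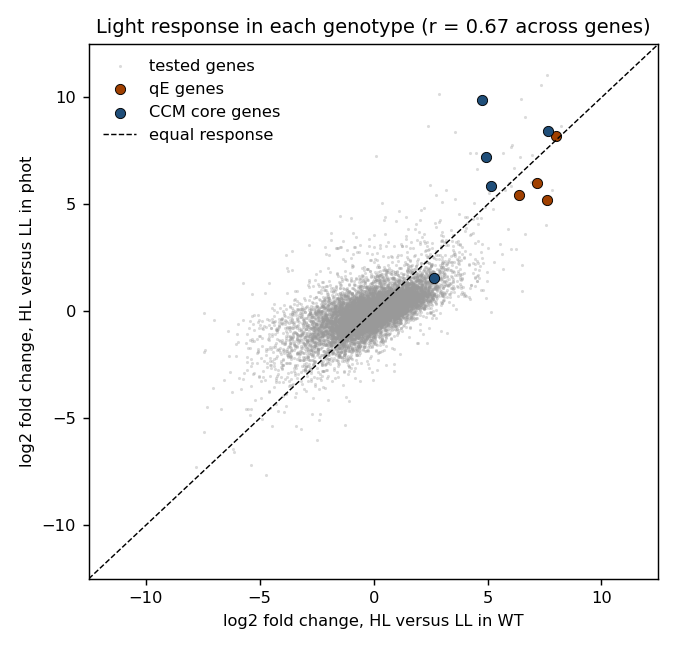
Each grey point is 1 of 14251 tested genes, with the log2 fold change from LL to HL in WT on the horizontal axis and in *phot* on the vertical axis; qE and CCM core genes are coloured and the dashed line marks equal responses. The cloud (r = 0.67) is flatter than the line. Among the 10806 genes that responded to light averaged over genotypes, the median absolute response was 1 in WT and 0.55 in *phot*.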

Values the study reported

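The study reported a log2 fold change of 1.03 for *ROC75* between WT and *phot* in its RNA-seq data.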

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

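The tests by other splits of the libraries and by summed gene copies were set before their results were seen, whereas those on discarded reads, with library totals, with weights for each group and with 1 library left out were chosen only after the result was seen, and for these last 3 the bar was lowered afterwards from 90% of the genes to most of them.

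The light response differed between genotypes, by the interaction term, for 24 of the named genes. For *PHOT1* itself the response in *phot* minus that in WT was 0.5 (log2). Among qE genes it was -1.17 for *LHCSR3.1* and -0.96 for *LHCSR3.2*, and among CCM core genes 2.28 for *HLA3*, 0.77 for *CAH4* and 5.15 for *LCI1*. Among the regulators that the study ranked from these same samples it was -1.48 for *LCI8*, 0.62 for *QER2*, -0.63 for *ZEP1*, -0.92 for Cre08.g364050, -1.09 for *QER5*, 4.26 for *QER1* and -0.46 for *CRCO*. The other 11 genes had entered the text because they showed extreme changes in 1 of the contrasts, so large values are favoured among them. Positive values were 5.54 for Cre16.g657250, 7.35 for Cre24.g755997, 3.42 for *CYC6*, 3.24 for Cre12.g555700, 5.34 for Cre12.g543400, 5.93 for Cre12.g544450 and 7.28 for Cre02.g112333. Negative values were -2.94 for Cre16.g681400, -1.93 for Cre09.g410450, -5.56 for Cre09.g394658 and -4.34 for Cre14.g626750. Without WT HL library B, which held 290 counts of Cre16.g681400 against 20 and 57 in libraries A and C, the value of that gene was -1.31 and that of Cre09.g410450 was -1.32. The values of *QER1*, *CYC6* and Cre12.g543400 are fitted from at least 1 group at the floor and are not bounds. Cre24.g755997 had at most 7 counts in each *phot* library in LL and in HL, so its value reflects the fall in WT, and a fall of that size could not have been seen in *phot*. Cre16.g657250 had 24 to 44 counts in the *phot* LL libraries and 5 to 15 in *phot* HL. A fall as large as its -7.44 in WT could not have been seen from these counts either. Cre02.g112333 had at most 9 counts in each *phot* LL library, and its value was 8.2 without library A of that group.

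Several technical explanations were weighed for these 24 genes. With library totals in place of TMM factors 21 of them kept their sign and stayed past the threshold, which argues against library scaling as the cause for most of them. The 3 that did not were *PHOT1*, *CAH4* and *QER2*, and for these an effect of scaling and a small difference in the light response cannot be told apart, because the data hold no independent measure of total mRNA. With TMM factors taken from each of the other 11 libraries as reference, 22 kept both, all except *ZEP1* and *CRCO*, which also missed the threshold with median-of-ratios and upper-quartile factors. Weights for each group, which allow for the larger spread in WT, left all 24 past the threshold with the same sign. In the 12 fits that each left out 1 library 21 kept both, where 1 of these, Cre16.g657250, was below the expression filter in some fits and was not counted as lost, a choice made after seeing it. The 3 that did not were *LHCSR3.2*, *ZEP1* and *CRCO*, which passed in 9, 4 and 1 of the 12 fits, so their losses are not tied to 1 library. They moved most without WT HL library A, to -0.54, -0.25 and -0.14. For these 3 an effect of single libraries and too few replicates for a small difference cannot be told apart, because each fit changes both. These 3 genes and the 3 that depend on library totals have the weakest support.

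For the gene count behind the interaction, 1 of 100 relabellings of genotype within light condition, drawn from 200, gave as many genes, namely the real one, and the most in any other was 5526. The others drawn each mixed the genotypes in at least 1 light condition, which moves any genotype difference into the spread between replicates. This count therefore shows a genotype difference of some kind and does not test the interaction by itself. The relabelling that swaps genotype in 1 light condition only would exchange the interaction with the averaged genotype effect, and it was not among those drawn. A candidate explanation for the genes that kept their interaction, 21 under library scaling by totals and 21 with one library left out, is that loss of phototropin alters their response to light. Cre24.g755997 is not covered by it, since its response in *phot* could not be measured at these counts. Neither is Cre16.g657250, since a fall as large as that in WT could not have been seen from its *phot* LL counts. The explanation is a hypothesis, since the genes were found and tested on the same 12 libraries, and other differences between the 2 strains were not tested.

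Reads shared between near-identical copies were considered for the qE genes. Summed over both copies, *LHCSR3* was lower in *phot* HL by a log2 fold change of -1.7 and its interaction was -1.12 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.63e-06 and 0.00483). The *PSBS* sum changed by -4.89 in HL (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 9.08e-07). Reads moved between copies leave the sum as it is, which argues against such moves as the cause of the lower level in HL. The sums do not test reads that the counting discarded because they align to both copies, and how such reads were handled is not stated. A fixed share lost from a copy in each strain would leave its light response as it is. The interaction of *LHCSR3.1*, -1.17, was past the threshold in the main test and in all 12 fits that left out 1 library, and -0.76 without WT HL library A, which argues against discarded reads as the whole cause for that copy. For *LHCSR3.2*, at -0.96 and past the threshold in 9 of those fits, with -0.54 without WT HL library A, and for the *PSBS* sum, at -3.76 and short of the threshold, discarded reads and lower transcript levels cannot be told apart, because the interaction was not firm enough to decide.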

How the results depend on the processing

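The alternatives with a weight for each group and with other TMM references were chosen after seeing the data, as was the use of library totals as a test of scaling. No paired analysis was possible because the labels number the replicates of each group while the column names do not say which number a library carries.

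The counts of genes past the threshold stayed within 1.5 times under each change of scaling, filter, tool and groups fitted, and in all fits that left out 1 library. A test against a log2 fold change of 1 lowered them by its construction, to 4095 for HL versus LL in WT, 1507 for HL versus LL in phot, 2894 for phot versus WT in LL, 3551 for phot versus WT in HL, 3139 for phot versus WT averaged over LL and HL, and 1744 for the genotype by light interaction. Genes called by all 3 tools numbered 9808, 8019, 9143, 10007, 10448 and 6769 in the same order. The correlation of the light response between genotypes was 0.57 with no filter and 0.65 with at least 10 counts in every library, against 0.67, since other sets of genes enter. The number of gene list tests that passed was 5, with 20 under fry, 0 under camera with estimated correlation, and from 5 to 9 across the 12 fits that each left out 1 library, the highest without WT HL library A.

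Library totals reversed a sign for LHCSR3.2 in LL (0.18), LCIA in LL (0.35), LCR1 in HL (0.02), LCI1 averaged (0.17), Cre08.g364050 averaged (0.2), LCI8 averaged (0.36), QER2 in LL (0.58), ZEP1 in HL (0.3) and CRCO in HL (0.17). Upper-quartile factors did so for LCI8 averaged (0.03), QER2 in LL (0.05), ZEP1 in HL (0.15) and CRCO in HL (0.03). Median-of-ratios factors and DESeq2 each gave -0.01 for QER1 in LL and -0.04 for CRCO averaged. QER2 in LL was at 0 with limma voom and at 0 with group weights, its sign being undefined at that size. All are differences of phot versus WT on the log2 scale, and all but Cre08.g364050 were short of the threshold in the main test. Under fry the CCM list in HL changed direction (adjusted p = 0.126). The changes with scaling follow from its construction, since each scaling shifts all genes together. For the list the cause was not tested.

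Across the 12 fits that each left out 1 library, the difference of phot versus WT in HL ran from -0.68 to 0.1 for LCR1 and from -0.22 to 0.17 for ZEP1. In LL it ran from -0.19 to 0.07 for QER2 and from -0.14 to 0.33 for QER1. Averaged over LL and HL it ran from -0.04 to 0.35 for LCR1, from -0.1 to 0.3 for LCIA and from -0.09 to 0.08 for CRCO. The interaction ran from -0.38 to 0.43 for Cre16.g676421 and from -0.33 to 0.03 for ROC75. The adjusted p of the CCM_core list in HL ran from 0.633 to 0.977 and that of the TF list for the interaction from 0.659 to 0.909, both with changes of direction. None of these was past the threshold in the main test. LCR1 in HL passed it without WT HL library B, at -0.68. Leaving out a library can also change the TMM reference, and the cause was not tested.

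Among named genes other values lay on another side of the threshold: 36 were weaker and 17 stronger under changes of processing, and 81 weaker and 16 stronger in fits that left out 1 library. Among list tests 5 were weaker and 16 stronger under changes of method or scaling, and 8 stronger with 1 library left out. Depth limits PSBS1 and PSBS2 in LL, where no library held over 6 counts.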

Other observations

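The tests of gene length, of abundant genes, of the spread between WT libraries and of other splits were set beforehand. The tests of scaling, linked blocks, single libraries, carryover, the *LHCSR3.1* share, chromosome 15 and the WT HL libraries were chosen only after the result was seen, and the rules of the 2 tests on the LL and HL states were changed after it.

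The most unusual feature of these data was breadth: averaged over light, 79.6% of tested genes differed between the strains. In 100 relabellings of genotype within light condition, drawn from 200, 1 gave as many genes, the real one, and the most in any other was 5526. Mixing the genotypes moves their difference into the spread between replicates. This count thus shows that the genotypes differed, not how many genes would be unusual. The overlap of 7936 genes between LL and HL was reached by 1 of 100 as well, but each of the others mixed the genotypes in at least 1 light condition and gave an overlap of 0, so this count adds nothing on how large an overlap would be unusual. For each pairwise comparison, 1 of the 10 splits of its 6 libraries, the real one, gave as many genes: this held for HL versus LL in WT, with 1, HL versus LL in *phot*, with 1, *phot* versus WT in LL, with 1, and *phot* versus WT in HL, with 1. With 10 splits the share is never under 0.1, so from splits alone a real difference and a lucky split cannot be told apart. A gene list p as small as the lowest came from 1 of 10 splits for the light response in WT, 1 for that in *phot*, 8 for *phot* versus WT in LL and 6 for *phot* versus WT in HL, so the lowest list p between genotypes was matched by most other splits.

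Technical causes of this breadth were tested. With library totals 11913 genes passed, and 12023 passed with library totals after the 26 genes among the 10 most abundant of any library were left out, 2 changes made together. Neither scaling nor a few abundant genes accounts for it. By gene length, the lowest share of called genes in a length class was 78.2%, against 79.4% and 81.2% in the others, which argues against a length bias. Local effects of linked strain blocks in part of the genome would gather the called genes there. In windows of 100 neighbouring genes, placed by the RefSeq annotation, the share called ran from 67% to 91%, and with calls shuffled over genes the lowest share had a median of 66%, which argues against such blocks as the whole cause. The signed effect had a rho of 0.12 between adjacent genes, 0.04 between genes 2 apart and 0.00789 between genes 5 apart, against 0.1, 0.01 and 0 for the light effect, and a signed rho does not exclude blocks whose genes change both ways. A physiological difference between the strains, variants over the whole genome or effects of a variant on distant genes may contribute, and with 1 mutant strain and no complemented strain analysed here these stay open and untested.

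The light response was smaller in *phot* for 74% of 10806 light-responsive genes. A larger spread between WT libraries that is independent from gene to gene did not account for it. In 20 simulations with 1 response for both genotypes and each group's own spread, the share was at most 53.9%. Each gene was drawn independently, so shifts shared by many genes, like those between WT HL libraries described below, were not tested. With library totals the share was 76.2%, and its lowest value with 1 library left out was 71.9%, without WT HL library A. However, 21 of 100 relabellings of genotype within light condition gave a share as far to one side, the highest at 83.3%, so chance labelling is not excluded for this share and it is not offered as a property of *phot*. If the difference is real, 2 accounts were compared. In HL, 62.9% of these genes differed in *phot* against the direction of the light response, with 60.9% of light-raised and 65.1% of light-lowered genes. With library totals this was 56.2%, with 44.6% and 74.6%. In LL, 55.5% differed in the direction of the light response, with a jackknife spread of 2.48 points. It was 65.8% among light-raised and 44.2% among light-lowered genes, and with library totals 61.3%, with 82.9% and 27.2%. Both shares met the rule as first written, and clauses requiring raised and lowered genes and both scalings were added after the values were seen. Which share is the larger changes with the scaling, so neither account is preferred. A *phot* HL state short of that in WT, a *phot* LL state already shifted toward HL and a shift of many genes in both conditions cannot be told apart here.

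A residual *PHOT1* signal was present in *phot*, with 909 counts against 42105 in WT, or 2.16% of the WT level by library totals. Carryover of WT reads into phot libraries would leave every abundant WT gene at that share or higher in *phot*. Of 9863 genes with at least 1000 summed WT counts, 20 lay below it beyond counting error, which argues against carryover as the whole cause. Transcription of part of the disrupted gene may account for the counts, and that was not tested.

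The balance between the *LHCSR3* copies differed by genotype. *LHCSR3.1* held 36.5% ± 0.901 (SD, n = 3) of *LHCSR3* counts in WT LL, 26.7% ± 1.16 in *phot* LL, 49.4% ± 0.297 in WT HL and 34.7% ± 0.654 in *phot* HL. The difference in HL was 14.6 percentage points (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Regulation of 1 copy and a strain variant that moves reads between the copies cannot be told apart from counts per gene.

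Chromosome 15 was singled out after its value was seen, as the highest of 17. Its 168 tested genes, placed by the RefSeq annotation, had a median averaged genotype log2 fold change of 0.41 against 0.15 for other genes, a difference of 0.26 (95% bootstrap interval 0.09 to 0.41). An extra copy would give a difference of 1, which the interval excludes. Low expression alone is argued against as well, since 0.27% of 10000 random gene sets matched on expression reached that median, a share not corrected for the choice among 17. No biological explanation was tested.

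The WT HL libraries also differed from each other along the light response. Across genes, the difference between WT HL libraries A and B correlated with the light response of *phot*, which shares no library with it, at r = 0.31, the largest of 3 pairs picked after looking. The largest size in the other groups was 0.22. Cultures sampled at different stages of the response could give this, but the gap is small and genes are not independent replicates, so stage and other culture differences cannot be told apart. Library A of this group is also the one without which the interactions of *LHCSR1* and *LCIA* passed the threshold, as they did in 1 of the 12 fits that left out 1 library.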
